A study of Homo sapiens with 12 samples.

How the data were processed

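RNA was sequenced from 12 samples of HT29, an established cell line of human colorectal adenocarcinoma. The samples come from 3 lines, named here WT, SOFPRC2 and SOFNFKB after the form of IκBα they carry, each untreated and treated with doxycycline for 16 h, with 2 replicates per group. Per the labels' protocols, total RNA was isolated on columns, converted to cDNA, amplified by long-distance PCR, sheared by ultrasound and made into libraries for an Illumina NextSeq sequencer with the NEBNext Ultra kit. By that description the cDNA was amplified before sequencing, and no molecular identifiers are named, so counting intervals cover counting error only.

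The values analysed are the authors' deposited table of raw fragment counts per gene, which holds 61552 genes. Per the file headers, the counts were made with featureCounts 2.0.1 from STAR alignments to the human genome build GRCh38 with the gene annotation of Ensembl release 106. Per the file headers, fragments were counted over exons and summed per gene, with strand setting 2 (reverse), both ends mapped, chimeric fragments left out, and neither multi-mapping fragments nor fragments overlapping several genes counted. The version of STAR is not stated. Genes with near-identical copies and genes that overlap on the same strand lose fragments under these options, and their values are uncertain. The deposited gene length, also made by featureCounts per the file headers, was used only to test for a length trend. Coordinates are those of the deposited table. The file holds Ensembl identifiers, and 42048 of them (68.3%) were matched to a symbol. Identifiers without a symbol held 0.290% of the counts. Gene types and GC content came from GENCODE release 29, also on GRCh38, which gave a GC content for 97.7% of the genes tested. No row lacked a gene, no sample columns were identical, and every per-sample column was used.

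Total counts ran from 30143043 (WT untreated, replicate 1) to 40041111 (WT untreated, replicate 2), and 32888 genes had at least 1 count. Replicates of a group differed by more than sampling noise, with a chi-square per gene between 1.95 (induced WT) and 6.66 (untreated SOFPRC2), so all 12 libraries were kept as separate replicates. Separate preparations of 1 culture may also differ beyond sampling noise, so this does not show that replicates were separate cultures. The p-values measure effects against the spread between these libraries only. The common biological coefficient of variation was 2.62%.

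Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter by group (16976 genes kept), a single fit with a mean for each of the 6 groups, and the quasi-likelihood F test. The fit had 6 residual degrees of freedom and 27.2 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast, and a gene was called at an adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. The contrasts were doxycycline against untreated in each line, the difference of that effect between each pair of lines (the interaction), its average over the lines, and the untreated lines against each other. CPM are counts scaled by the TMM-normalized library size, given as mean ± SD over the 2 replicates.

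For 7 gene lists written by hand from general knowledge (NF-κB targets without NFKBIA, adult intestinal stem cell genes, fetal-like and YAP-associated genes, intestinal differentiation genes, integrated stress response genes, mitochondrially encoded mRNAs and HOX genes), camera from limma 3.58.1 was run on log2 CPM with a prior count of 2 and a preset correlation of 0.01. No gene is in more than 1 list. The lists were tested in the 3 within-line contrasts and the 3 interactions, and p-values were adjusted over these 42 tests. The same tests were run with fry and with camera's estimated correlation.

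NFKBIA is reported in every sample. The other genes named for a contrast are up to 5 with the largest absolute log2 fold change among called genes with a symbol, a mean of at least 5 CPM over the libraries, and replicates that do not overlap. For an interaction, every difference between an induced and an untreated library in either line lies beyond every such difference in the other line. For the average, the sign is the same in all lines. For a list past 0.05, up to 3 genes with the smallest p are eligible, and for the untreated lines up to 3 genes by the first rule. Some genes that meet the rule are not reported here. A gene named outside it is said to be chosen after its values were seen.

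The alternatives were no filter on low counts (32888 genes), RLE normalization, a block for the replicate number, DESeq2 1.42.0, a fit of only the groups compared, and leaving out each library in turn. Offsets from each library's trend with GC content or gene length (loess, span 0.3), and for the mitochondrial list an effect of the replicate number shared by all groups, were added after seeing the data. Where leaving out a library leaves a group with 1 sample, the log2 fold changes are given as values and no calls were made. For the average effect, 100 of the 108 splits of the libraries within lines were drawn. For called genes lying next to each other on a chromosome, positions were permuted 10000 times among genes of similar level, in 20 bins.

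The scripts were tested on simulated data before use. With counts drawn for 16976 genes from the means and library sizes of the real samples, 185 of 200 genes changed in the WT line were recovered (92.5%), with 16 other calls and a slope of 0.988 between simulated and fitted log2 fold changes. In the SOFPRC2 line 29 of 40 were recovered, with 3 other calls, and no gene was called in the line left unchanged. The simulated changes were all larger than the median absolute log2 fold change of genes called in the real data, 0.24 in WT and 0.20 in SOFPRC2. Recovery of changes of that size was not measured, and genes were drawn independently of each other. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Intervals for the share of counts in a library are 95% Wilson intervals. Gene-level counts do not separate the introduced NFKBIA from the cell's own gene, and sequence reads were not analysed here.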

Results

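The transcriptome of HT29 human colorectal adenocarcinoma cells was measured by RNA sequencing in 12 libraries. IκBα, encoded by NFKBIA, is best known as the inhibitor that holds NF-κB transcription factors in the cytoplasm, and the series asks which of its actions in intestinal cells are separate from NF-κB. The WT line carries wild-type IκBα. The SOFPRC2 line carries a separation-of-function form with a single substitution, which the labels describe as binding specifically to PRC2, the Polycomb complex that methylates histone H3. The SOFNFKB line carries a form with 3 substitutions, described as associating with the NF-κB subunits p65 and p50. Each line was sequenced untreated and after 16 h of doxycycline, with 2 replicates per group. The dose was 0.067 µg/mL in the WT line, 0.04 µg/mL in the SOFPRC2 line and 1 µg/mL in the SOFNFKB line, so every dose belongs to a single line. Libraries held between 30143043 and 40041111 counted fragments, and 16976 genes were tested.

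NFKBIA (ENSG00000100906, GRCh38 chromosome 14, 35401513 to 35404749, minus strand) was examined first, since its level checks the treatment labels. Untreated libraries held 13.7 and 13.4 CPM in the WT line, 8.90 and 10.2 CPM in the SOFPRC2 line, and 9.66 and 9.05 CPM in the SOFNFKB line. Induced libraries held 1680 and 1654 CPM in the WT line, 1979 and 1908 CPM in the SOFPRC2 line, and 1155 and 1146 CPM in the SOFNFKB line. The log2 fold change was 6.94 (SE 0.049, edgeR adjusted p 1.31e-43) in the WT line, a rise of 123-fold. It was 7.67 (SE 0.051, edgeR adjusted p 1.7e-44) in the SOFPRC2 line and 6.94 (SE 0.051, edgeR adjusted p 4.48e-43) in the SOFNFKB line, rises of 203-fold and 123-fold. Of the alternatives tried, leaving out a library moved these values most, and without untreated SOFPRC2 replicate 2 the log2 fold change in that line was 7.77. The rise in the SOFPRC2 line exceeded that in the WT line by 0.72 (SE 0.076, edgeR adjusted p 5.35e-08) and that in the SOFNFKB line by 0.73 (SE 0.081, edgeR adjusted p 1.23e-07), whereas the WT and SOFNFKB rises did not differ (-0.003, SE 0.082, edgeR adjusted p 0.992). The induced level nevertheless differed between all lines by more than the replicate spread, at 1667 ± 18.3 CPM (SD, n = 2) in the WT line, 1944 ± 50.8 CPM (SD, n = 2) in the SOFPRC2 line and 1150 ± 6.89 CPM (SD, n = 2) in the SOFNFKB line. Counts per gene do not separate the introduced copy from the cell's own gene.

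**Figure D1:**
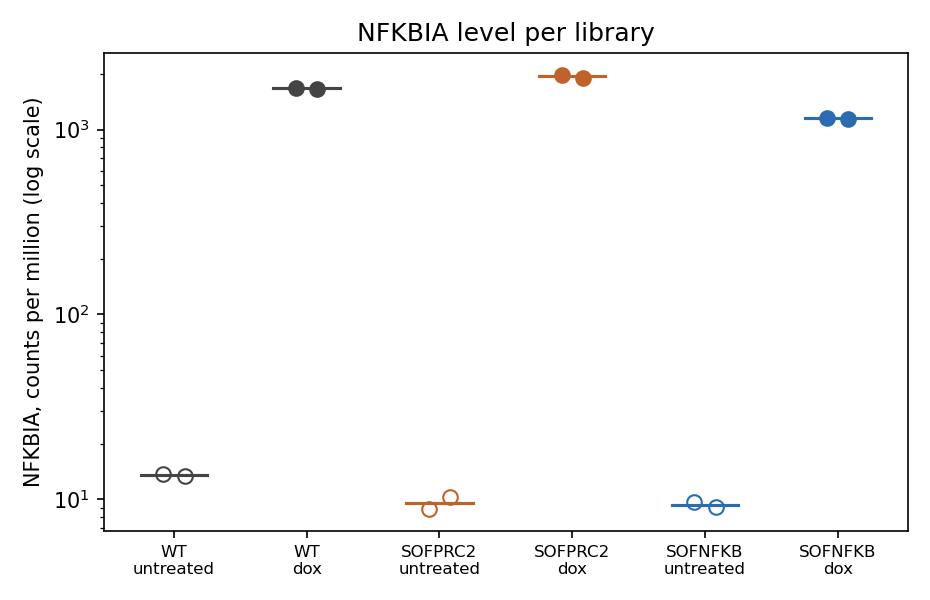
NFKBIA in CPM, normalized for library size (log axis), in each library (circles, open for untreated and filled for doxycycline) of the 3 lines, with the group mean as a bar. Induced libraries lie between 1146 and 1979 CPM and untreated libraries between 8.90 and 13.7 CPM.

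Doxycycline against untreated was then compared within each line, to find which genes respond to induction of each form of IκBα. In the WT line 573 genes (3.38% of those tested) passed an edgeR adjusted p of 0.05, of which 243 were higher and 330 lower. In the SOFPRC2 line 2253 genes (13.3%) passed, of which 988 were higher and 1265 lower. In the SOFNFKB line 24 genes (0.141%) passed, of which 20 were higher and 4 lower. At an unadjusted p under 0.05 the counts were 2696, 4255 and 1247 genes. Most changes were small, with a median absolute log2 fold change of called genes of 0.24 in the WT line, 0.20 in the SOFPRC2 line and 0.61 in the SOFNFKB line, and an absolute log2 fold change of at least 1 was reached by 36, 62 and 3 genes, the last being NFKBIA, ENSG00000257322 and NACAP8. Over the alternatives the counts ran from 297 (DESeq2) to 871 (GC offsets, added after seeing the data) in the WT line, from 1474 (DESeq2) to 2664 (GC offsets) in the SOFPRC2 line and from 8 (DESeq2) to 64 (no filter on low counts) in the SOFNFKB line, with the same order of the lines in each. The spread between replicates was similar in the lines, with a standard deviation on the log2 scale of 0.051 in the WT line, 0.057 in the SOFPRC2 line and 0.055 in the SOFNFKB line. Over all lines together the average doxycycline effect was called for 1817 genes, of which 867 were higher and 950 lower, and the genes named by the rule besides NFKBIA included CXCL8 (-0.80), FCGBP (-0.71) and PPL (0.68).

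**Figure D2:**
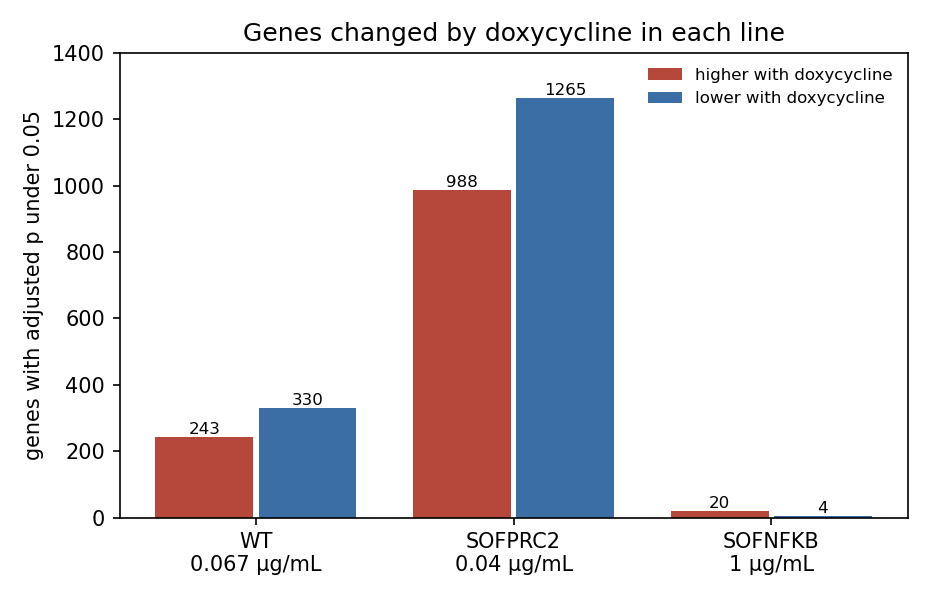
Number of genes with an edgeR adjusted p under 0.05 for doxycycline against untreated in each line, with the dose under each name and separate bars for genes higher and lower with doxycycline. The counts are 243 and 330 in the WT line, 988 and 1265 in the SOFPRC2 line, and 20 and 4 in the SOFNFKB line.

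Besides NFKBIA, the genes named by the rule in the WT line, which asks among other things for a mean of at least 5 CPM, were PPL, PCGF5, CXCL8 and COL17A1. PPL (ENSG00000118898, chromosome 16, 4882507 to 4960741) rose from 463 ± 4.89 to 1441 ± 17.9 CPM (SD, n = 2), a log2 fold change of 1.64 (SE 0.034, edgeR adjusted p 2.15e-28). Its change was 0.36 (edgeR adjusted p 1.53e-08) in the SOFPRC2 line and 0.038 (edgeR adjusted p 0.878) in the SOFNFKB line. PCGF5 (ENSG00000180628, chromosome 10, 91163012 to 91284337), which encodes a Polycomb group ring finger protein, rose from 43.3 ± 0.275 to 115 ± 5.03 CPM (SD, n = 2), a log2 fold change of 1.40 (SE 0.042, edgeR adjusted p 1.92e-23). CXCL8 (ENSG00000169429, chromosome 4, 73740519 to 73743716) fell from 19.7 ± 0.308 to 7.79 ± 0.0901 CPM (SD, n = 2), a log2 fold change of -1.34 (SE 0.077, edgeR adjusted p 8.01e-15). It fell in the SOFPRC2 line too, with a log2 fold change of -0.79 (edgeR adjusted p 5.33e-06), but not past the threshold in the SOFNFKB line (-0.28, edgeR adjusted p 0.361). COL17A1 (ENSG00000065618, chromosome 10, 104031286 to 104085880) fell from 991 ± 0.863 to 405 ± 7.26 CPM (SD, n = 2), a log2 fold change of -1.29 (SE 0.032, edgeR adjusted p 5.37e-26). PCGF5 and COL17A1 were not called in either mutant line.

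In the SOFPRC2 line the named genes were CENPT, FCGBP and USP53. CENPT (ENSG00000102901, chromosome 16, 67828157 to 67847811) rose by 1.20 on the log2 scale (SE 0.055, edgeR adjusted p 6.69e-18), and its gene body overlaps others on the opposite strand, which the strand-specific counting separates. FCGBP (ENSG00000275395, chromosome 19, 39863323 to 39934626) fell from 11.0 ± 0.62 to 5.04 ± 0.324 CPM (SD, n = 2), a log2 fold change of -1.12 (SE 0.102, edgeR adjusted p 4.69e-10). USP53 (ENSG00000145390, chromosome 4, 119212587 to 119295518) rose from 40.2 ± 0.456 to 80.1 ± 3.57 CPM (SD, n = 2), a log2 fold change of 0.99 (SE 0.044, edgeR adjusted p 3.14e-18). CENPT and FCGBP moved the same way in the WT line (0.68 and -0.73, edgeR adjusted p 5.9e-11 and 0.000665), and none of these 3 genes was called in the SOFNFKB line.

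In the SOFNFKB line, 12 of the 24 called genes were mitochondrially encoded mRNAs. The named genes besides NFKBIA were MT-ATP6 (ENSG00000198899, 8527 to 9207 of the mitochondrial genome) with a log2 fold change of 0.76 (SE 0.109, edgeR adjusted p 9.52e-05), MT-ATP8 (ENSG00000228253) with 0.74 (SE 0.105, edgeR adjusted p 9.52e-05), MT-CYB (ENSG00000198727) with 0.63 (SE 0.108, edgeR adjusted p 0.00182) and MTATP6P1 (ENSG00000248527) with 0.77 (SE 0.107, edgeR adjusted p 7.92e-05). MTATP6P1 is a nuclear pseudogene on chromosome 1 that is nearly identical to mitochondrial sequence, so its value is uncertain. Without induced SOFNFKB replicate 2 the log2 fold change of MT-CYB was 0.37, and none of these 4 genes was called by DESeq2. The 4 genes that fell are named although they were chosen after their values were seen. They were ENSG00000257322 (-2.54, edgeR adjusted p 3.45e-21), NACAP8 (-2.82, edgeR adjusted p 8.8e-09), IFNGR1 (-0.33, edgeR adjusted p 2.06e-07) and AKR1C2 (-0.19, edgeR adjusted p 0.0074), the last with close paralogs that leave its value uncertain.

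The responses were compared between lines over genes other than NFKBIA. The WT and SOFPRC2 lines shared 273 called genes, against 75.9 expected by chance for lists of these sizes, of which 143 were higher in both, 123 lower in both and 7 opposite. These contrasts share no library. Across 9466 genes with a mean of at least 10 CPM, which are not independent replicates, the fold changes of the WT and SOFPRC2 lines had a Pearson r of 0.45 and a Spearman rho of 0.42. For WT and SOFNFKB these were -0.082 and -0.10, and for SOFPRC2 and SOFNFKB 0.25 and 0.26. WT and SOFNFKB shared 21 called genes, 15 of them opposite in direction, and those were mitochondrial transcripts and their nuclear pseudogenes. The 143 nuclear genes higher in both the WT and SOFPRC2 lines had median log2 fold changes of 0.21 and 0.26 there and of 0.022 in the SOFNFKB line. The 121 nuclear genes lower in both had medians of -0.22, -0.31 and -0.024.

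Whether the response differed between lines was tested with the interaction. The doxycycline effect differed between SOFPRC2 and WT for 332 genes (150 higher and 182 lower in SOFPRC2), between SOFNFKB and WT for 253 genes (196 higher and 57 lower in SOFNFKB) and between SOFPRC2 and SOFNFKB for 590 genes (196 higher and 394 lower in SOFPRC2). At an unadjusted p under 0.05 these were 2464, 2361 and 2504 genes. The offsets for GC content, added after seeing the data, moved the first count most, to 630 genes. Among nuclear genes meeting the naming rule, the largest differences from the WT response belonged to PCGF5 (-1.33, edgeR adjusted p 9.32e-17), RELB (1.32, edgeR adjusted p 1.24e-09), PPL (-1.28, edgeR adjusted p 2.23e-19) and COL17A1 (1.27, edgeR adjusted p 2.36e-20) in the SOFPRC2 line, and to PPL (-1.60, edgeR adjusted p 5.39e-22) in the SOFNFKB line, where the rule also named MT-ND6 (1.57, edgeR adjusted p 0.000121), MT-CO1 (1.40, edgeR adjusted p 3.3e-07), MT-ND5 (1.40, edgeR adjusted p 2.33e-07) and MT-ATP6 (1.39, edgeR adjusted p 2.77e-07). BEST1 was also called for SOFPRC2 against WT (-1.26, SE 0.347, edgeR adjusted p 0.0498), but its untreated WT level was 11.1 ± 9.5 CPM (SD, n = 2), and the difference was -2.70 without untreated WT replicate 2 and -0.67 without replicate 1. Between the mutant lines, CENPT (1.09, edgeR adjusted p 1.26e-11), VSIG1 (-1.05, edgeR adjusted p 0.00508) and USP53 (0.90, edgeR adjusted p 1.06e-11) were nuclear genes named by the rule.

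The NF-κB target list addresses whether induction lowers NF-κB output in each line. Of its 51 genes, 40 were tested. In the WT line 39 of the 40 were lower, with a median log2 fold change of -0.32 (camera adjusted p 6.2e-26), and both induced libraries lay below both untreated libraries. In that line 21 genes of the list were called lower over all genes tested, and 28 were called lower when adjusted over the list alone. RELB fell by 1.24 on the log2 scale (SE 0.084, edgeR adjusted p 7.84e-13) and CXCL1 fell by 1.31 (SE 0.111, edgeR adjusted p 1.78e-10). In the SOFPRC2 line the median was 0.021 (camera adjusted p 0.785), with 22 genes higher and 18 lower, of which 3 and 6 were called, and without induced replicate 1 it was -0.007, with a change of sign in 2 of the 4 fits that each left out a library. CXCL8 and CXCL1 fell there by 0.79 each (edgeR adjusted p 5.33e-06 and 0.000674), NFKB2 rose by 0.27 (edgeR adjusted p 0.000989), and RELB was not called (0.080, edgeR adjusted p 0.6). In the SOFNFKB line the median was -0.072 (camera adjusted p 0.00265), with 29 of 40 genes lower and both induced libraries below both untreated libraries, and without untreated replicate 2 it was -0.018. No gene of the list was called in the SOFNFKB line, either over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 6 lower and 1 higher. The response exceeded that of WT by a median of 0.34 in SOFPRC2 (camera adjusted p 1.62e-16) and 0.27 in SOFNFKB (camera adjusted p 3.46e-15), with 37 and 38 of 40 genes higher. Both of these comparisons use the same WT libraries and are not independent. The mutant lines did not differ under camera (median 0.041, camera adjusted p 0.233), and passed under fry (fry adjusted p 0.0451), with a median of 0.020 without induced SOFNFKB replicate 2. The other calls for this list held under fry and under an estimated correlation, where the adjusted p in the SOFNFKB line was 0.0438.

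**Figure D3:**
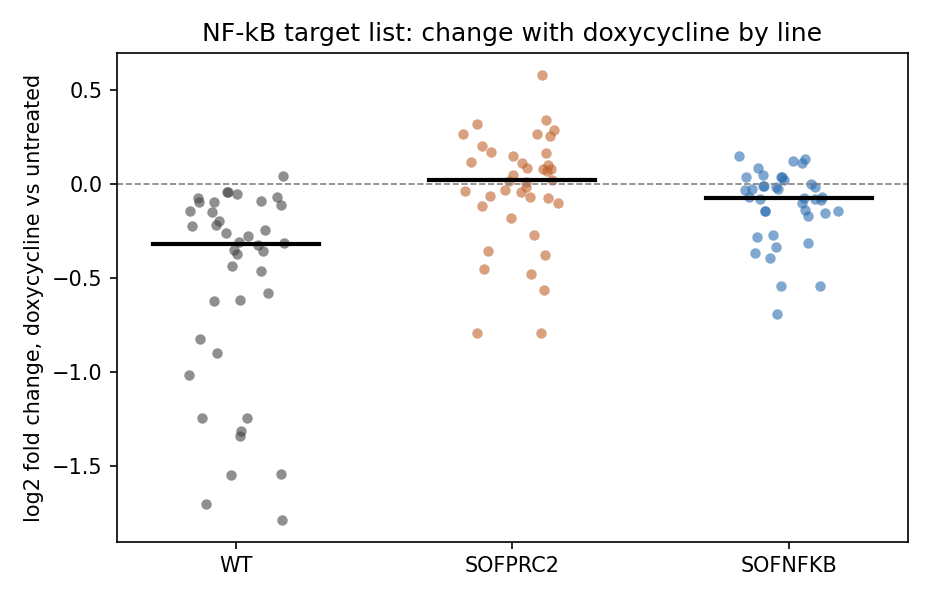
Log2 fold change with doxycycline of the 40 tested genes of the NF-κB target list (points) in each line, with the median as a black bar. The median is -0.32 in the WT line, 0.021 in the SOFPRC2 line and -0.072 in the SOFNFKB line.

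Before induction, the same list already differed between the lines. Untreated SOFPRC2 libraries lay below untreated WT libraries by a median log2 difference of -0.32 (camera p 5.83e-06, 32 of 40 genes lower) and did not differ from induced WT libraries (median -0.006, camera p 0.545). Untreated SOFNFKB libraries lay below untreated WT libraries by -0.13 (camera p 0.0174, 25 of 40 genes lower) and above induced WT libraries by 0.23 (camera p 0.000472, 32 of 40 genes higher). These 4 camera p-values are not adjusted.

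Lists of adult intestinal stem cell, intestinal differentiation and integrated stress response genes fell in the SOFPRC2 line. There the 21 tested stem cell genes had a median log2 fold change of -0.15 (camera adjusted p 7.54e-07), with 12 called lower and 13 when adjusted over the list alone. MYC (-0.54, edgeR adjusted p 5.16e-15), SLC12A2 (-0.33, edgeR adjusted p 1.33e-09) and PROM1 (-0.35, edgeR adjusted p 1.24e-08) had the smallest p-values of that list. The 26 tested differentiation genes had a median of -0.24 (camera adjusted p 4.59e-07), with 13 called lower and 15 adjusted over the list alone. AGR2 (-0.46, edgeR adjusted p 3.83e-12) and LYZ (-0.27, edgeR adjusted p 4.33e-07) were among them, beside FCGBP. The 29 tested stress response genes had a median of -0.16 (camera adjusted p 9.6e-09), with 16 called lower and 17 adjusted over the list alone. PSAT1 (-0.41, edgeR adjusted p 8.32e-11), SLC7A5 (-0.37, edgeR adjusted p 2.49e-10) and DDIT4 (-0.35, edgeR adjusted p 1.24e-05) led that list. All 3 lists held under fry in this line, and in each list both induced libraries lay below both untreated libraries. Under an estimated correlation they held much closer to the threshold, with adjusted p of 0.0279, 0.0438 and 0.0438 in the same order.

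In the WT line the stem cell list fell by a median of -0.071 (camera adjusted p 0.00265), which was -0.044 without untreated replicate 2, and held under fry but not under an estimated correlation (adjusted p 0.0802). The differentiation list fell by -0.14 (camera adjusted p 0.0102), which was -0.052 without untreated replicate 2, and held under neither alternative. The stress response list did not pass (median -0.016, camera adjusted p 0.222, and -0.033 without induced replicate 1). In the SOFNFKB line none of the 3 lists passed, with medians of 0.008 (camera adjusted p 0.44), -0.011 (camera adjusted p 0.994) and 0 (camera adjusted p 0.575) in the same order. These near-zero medians were 0.033 for the stem cell list without untreated SOFNFKB replicate 2, -0.036 for the differentiation list without induced replicate 1 and -0.028 for the stress response list without untreated replicate 1.

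The 3 lists were lower in the SOFPRC2 response than in the WT response by medians of -0.089 for stem cell genes (camera adjusted p 0.000401), -0.13 for differentiation genes (camera adjusted p 0.000126) and -0.13 for stress response genes (camera adjusted p 1.8e-07). All passed under fry. Under an estimated correlation the stem cell and stress response lists passed narrowly (adjusted p 0.049 and 0.0438), and the differentiation list did not pass (adjusted p 0.0814). The differentiation median was -0.20 without untreated WT replicate 2. Against the SOFNFKB response the medians were -0.17 (camera adjusted p 5.97e-08), -0.21 (camera adjusted p 1.9e-07) and -0.14 (camera adjusted p 2.05e-07). All passed under fry, and under an estimated correlation with adjusted p of 0.0214, 0.0438 and 0.0438. Between SOFNFKB and WT the stem cell list was higher in SOFNFKB (0.086, camera adjusted p 0.00265), and held under fry but not under an estimated correlation. The differentiation list was also higher (0.14, camera adjusted p 0.0287, and 0.082 without untreated WT replicate 2), and held under neither. The stress response list did not differ (-0.001, camera adjusted p 0.575, and 0.034 without induced WT replicate 1, with a change of sign in 5 of 8 such fits).

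Of the fetal-like and YAP-associated list 24 genes were tested, and it passed under camera in none of the 6 contrasts. Its median was 0.048 in the WT line (camera adjusted p 0.113), where it passed under fry (fry adjusted p 0.0471). In the SOFPRC2 line it was -0.050 (camera adjusted p 0.755, and -0.005 without induced replicate 2), with 7 genes called higher and 8 lower, and in the SOFNFKB line -0.003 (camera adjusted p 0.911, and 0.031 without untreated replicate 1, with a change of sign in 2 of 4 fits). Its differences between lines were -0.097 for SOFPRC2 against WT (camera adjusted p 0.141, and -0.056 without untreated SOFPRC2 replicate 1), -0.052 for SOFNFKB against WT (camera adjusted p 0.222) and -0.059 for SOFPRC2 against SOFNFKB (camera adjusted p 0.788, and -0.030 without untreated SOFNFKB replicate 1). Of the HOX list 32 genes were tested. Its median was 0.026 in the WT line (camera adjusted p 0.687, -0.020 without untreated replicate 1 and -0.004 without induced replicate 1) and 0.012 in the SOFPRC2 line (camera adjusted p 0.641, between -0.041 without untreated replicate 1 and 0.079 without untreated replicate 2). In the SOFNFKB line it was 0.081 (camera adjusted p 0.000835, 28 of 32 genes higher), with both induced libraries above both untreated libraries, but it held neither under fry (fry adjusted p 0.12) nor under an estimated correlation (adjusted p 0.154). No HOX gene was called in that line over all genes or adjusted over the list alone, and 3 were higher and 0 lower at an unadjusted p under 0.05. The HOX list did not differ between SOFPRC2 and WT (-0.013, camera adjusted p 0.788, between -0.054 and 0.054 without untreated SOFPRC2 replicates 1 and 2, with a change of sign in 5 of 8 fits), between SOFNFKB and WT (0.11, camera adjusted p 0.135, and 0.003 without induced SOFNFKB replicate 2) or between SOFPRC2 and SOFNFKB (-0.072, camera adjusted p 0.233, and -0.028 without untreated SOFPRC2 replicate 2).

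Mitochondrially encoded mRNAs moved in opposite directions in the WT and SOFNFKB lines. The 13 genes had a median log2 fold change of -0.69 in the WT line (camera adjusted p 2.86e-09, 13 of 13 lower and called), -0.11 in the SOFPRC2 line (camera adjusted p 0.575) and 0.62 in the SOFNFKB line (camera adjusted p 8.22e-12, 13 of 13 higher and 12 called). The WT and SOFNFKB changes passed neither under fry (fry adjusted p 0.0636 and 0.0866) nor under an estimated correlation (adjusted p 0.235 and 0.182). Single libraries decided the sizes. The WT median was -0.41 without untreated replicate 2, the SOFNFKB median was 0.37 without induced replicate 2, and the SOFPRC2 median was -0.33 without untreated replicate 1 and 0.15 without untreated replicate 2. The SOFNFKB response exceeded the WT response by a median of 1.31 (camera adjusted p 1.17e-14), which held under fry (fry adjusted p 0.0235) but not under an estimated correlation (adjusted p 0.142). The SOFPRC2 response exceeded the WT response by 0.59 (camera adjusted p 1.35e-05, and 0.32 without untreated WT replicate 2) and lay below the SOFNFKB response by -0.72 (camera adjusted p 2.39e-06, and -0.47 without untreated SOFPRC2 replicate 2), neither of which held under the alternatives. The share of all counts on the mitochondrial genome was 2.09% (95% Wilson interval 2.09 to 2.10) and 2.97% (2.96 to 2.98) in the untreated WT libraries and 1.51% (1.51 to 1.52) and 1.57% (1.56 to 1.57) in the induced WT libraries. It was 2.29% (2.29 to 2.30) and 2.46% (2.45 to 2.46) in the untreated SOFNFKB libraries and 3.04% (3.04 to 3.05) and 4.08% (4.08 to 4.09) in the induced SOFNFKB libraries. In the SOFPRC2 line it was 1.97% (1.96 to 1.97) and 2.76% (2.75 to 2.76) untreated and 2.21% (2.21 to 2.22) and 2.20% (2.19 to 2.20) induced. Replicates of a group lay outside each other's counting intervals, by little in induced SOFPRC2 and by far in most other groups.

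**Figure D4:**
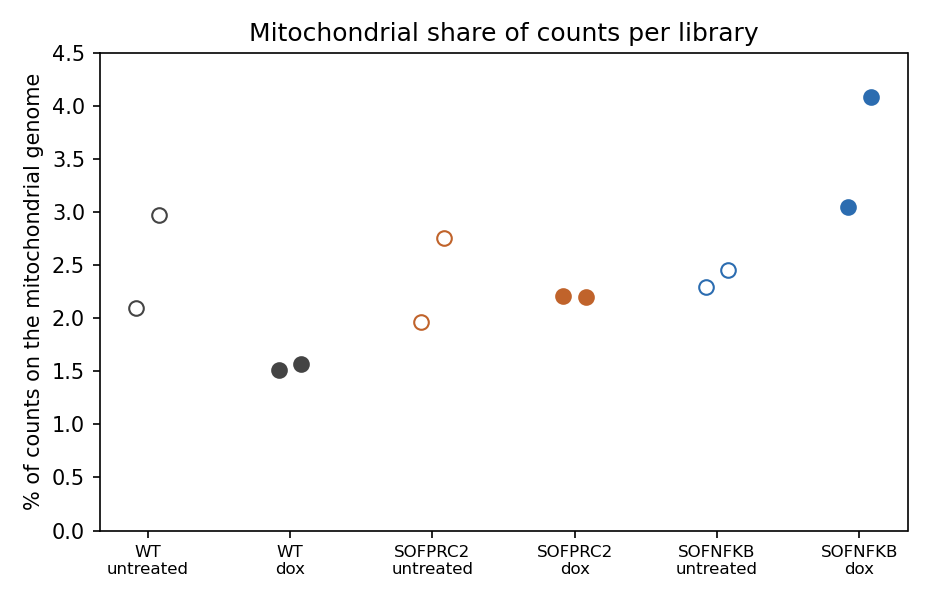
Percent of counts on the mitochondrial genome in each library (circles, open for untreated and filled for doxycycline). Induced WT libraries lie at 1.51% and 1.57%, and induced SOFNFKB libraries at 3.04% and 4.08%.

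The untreated lines were compared to measure how far they differ before induction. SOFPRC2 and WT differed for 7557 genes (3764 higher and 3793 lower in SOFPRC2), SOFNFKB and WT for 7789 genes (3830 higher and 3959 lower in SOFNFKB), and SOFPRC2 and SOFNFKB for 6880 genes (3578 higher and 3302 lower in SOFPRC2). Differences between untreated lines were therefore called for many more genes than any response to doxycycline. These calls rest on the spread between replicates of a group, not on a spread between lines made separately with the same form. DESeq2 moved these counts most, to 5842, 6071 and 5010 genes. ANXA13 (ENSG00000104537, chromosome 8, 123680794 to 123737402) was at 5.22 ± 0.32 CPM (SD, n = 2) in untreated WT cells, 119 ± 5.97 CPM (SD, n = 2) in SOFPRC2 cells and 85.1 ± 3.06 CPM (SD, n = 2) in SOFNFKB cells, log2 differences of 4.52 and 4.04 (edgeR adjusted p 4.43e-34 and 6.96e-32). AGAP2 was higher than in WT by 4.52 in SOFPRC2 and 4.43 in SOFNFKB (edgeR adjusted p 3.01e-21 and 1.65e-20), CEACAM6 by 4.41 in SOFPRC2 (edgeR adjusted p 1.34e-33) and SLC2A2 by 3.65 in SOFNFKB (edgeR adjusted p 7.41e-21). CEACAM6 belongs to a family of close paralogs. VSIG1 was higher in SOFPRC2 than in SOFNFKB by 4.80 (edgeR adjusted p 2.28e-26), and LINC03061 was lower (-3.05, edgeR adjusted p 1.07e-17).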

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

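Each result here was singled out because the response to doxycycline differed between lines in a test of the difference itself, the interaction in edgeR or camera. The tests of dose, of the level of NFKBIA, of exchanged line names, of the level of NF-κB targets before induction and of the regions around single genes were chosen only after the results were seen. In every paragraph the form of IκBα carried by a line stays open as an untested biological explanation, because each form was measured in a single line.

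The response differed between SOFPRC2 and WT for 332 genes, between SOFNFKB and WT for 253 genes and between SOFPRC2 and SOFNFKB for 590 genes, beside within-line counts of 573 in WT, 2253 in SOFPRC2 and 24 in SOFNFKB. Several technical explanations of the unequal counts are argued against. The line given the highest dose, 1 µg/mL, had the fewest genes, 24, so a response growing with dose cannot order the lines. The counts run in the reverse order of dose, with 2253 genes at 0.04 µg/mL and 573 at 0.067 µg/mL. A response that shrinks with dose was not tested and cannot be told apart from the line. A wider replicate spread in SOFNFKB is argued against by the ratio of its replicate standard deviation to that of SOFPRC2, 0.963, and lower depth by the ratio of the median standard errors, 1.02. After removal of each library's trend with GC content 2664 genes were called in SOFPRC2, and after removal of the trend with gene length 2305, so neither trend accounts for the high count. The level of NFKBIA after induction stays open. It was highest in SOFPRC2 (1943.5 CPM) and lowest in SOFNFKB, the same order as the counts, and with a single line per level it cannot be told apart from the form of IκBα or from other differences between the lines. NFKBIA itself was among the results that differed, rising more in SOFPRC2 than in WT by 0.72 and than in SOFNFKB by 0.73 on the log2 scale. Its larger fold change in SOFPRC2 than in WT combines a higher induced level with a lower untreated level (9.57 against 13.6 CPM).

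The response of NF-κB targets exceeded that of WT by a median log2 difference of 0.34 in SOFPRC2 and of 0.27 in SOFNFKB. Named genes of the list went the same way, with RELB at 1.32, BIRC3 at 0.93 and NFKB2 at 0.89 in SOFPRC2 against WT, and RELB at 1.10, CXCL8 at 1.06 and NFKB2 at 0.66 in SOFNFKB against WT. The SOFNFKB form, which the labels describe as associating with p65 and p50, is by that description the form to lower these genes, yet its list median was -0.072. A trend with GC content is argued against by the WT median after its removal, -0.32. A low level before induction would leave little room for a further fall. Genes whose untreated level lay above that of induced WT, by any amount, had some room. In SOFNFKB these 32 genes had a median of -0.076, against -0.36 in WT. Over the whole list untreated SOFNFKB lay 0.23 above induced WT, so a low level is argued against as the whole cause for the list in that line. In SOFPRC2 the 20 such genes had a median of 0.047 with 12 of them higher, against -0.29 in WT, and RELB and NFKB2 are among them. How far these 20 genes lay above induced WT was not measured, so a low level is not excluded for them. An exchange of the mutant line names is left open, since neither line lowered the list as WT did and the test therefore does not separate the namings. For the genes at or below induced WT before induction, with medians of -0.019 over 8 genes in SOFNFKB and -0.005 over 20 genes in SOFPRC2, a low level cannot be told apart from the form of IκBα. CXCL8 and CXCL1 were among those 20 in SOFPRC2 and fell further there. A lower level of NFKBIA is argued against in SOFPRC2, where the induced level (1943.5 CPM) was above that of WT. In SOFNFKB the induced level was below that of WT (1150 against 1667 CPM), and with a single level per line this cannot be told apart from the form of IκBα.

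The stem cell, differentiation and stress response lists fell further in SOFPRC2 than in WT, by medians of -0.089, -0.13 and -0.13, where the differentiation value was -0.20 without untreated WT replicate 2. They fell further than in SOFNFKB by -0.17, -0.21 and -0.14. In SOFNFKB against WT the stem cell list was higher by 0.086 and the differentiation list by 0.14, the latter 0.082 without untreated WT replicate 2. Named genes lower in SOFPRC2 than in WT were MYC (-0.44), PROM1 (-0.21), CD44 (-0.19), AGR2 (-0.36), LYZ (-0.20), DDIT4 (-0.37), PSAT1 (-0.31) and SLC7A5 (-0.28). Those lower in SOFPRC2 than in SOFNFKB were MYC (-0.52), SLC12A2 (-0.35), PROM1 (-0.32), AGR2 (-0.38), FCGBP (-0.86), ATOH1 (-0.93), DDIT4 (-0.55), PSAT1 (-0.38) and SLC7A5 (-0.35). SLC12A2 (0.26) and CDCA7 (0.22) were higher in SOFNFKB than in WT. A fall that grows with dose is argued against by the SOFNFKB line, which had the highest dose and whose lowest median over the 3 lists was -0.011. A trend with GC content is argued against by the medians in SOFPRC2 after its removal, of which the one that kept least of its size was -0.149. With these technical explanations argued against, a response to the SOFPRC2 form remains a hypothesis. The fall may equally belong to other properties of that line, such as its higher induced NFKBIA, or to its dose, the lowest of the lines.

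Mitochondrially encoded mRNAs responded differently in every pair of lines under camera with the preset correlation. The median difference was 0.59 for SOFPRC2 against WT (0.32 without untreated WT replicate 2), 1.31 for SOFNFKB against WT, and -0.72 for SOFPRC2 against SOFNFKB (-0.47 without untreated SOFPRC2 replicate 2). Named genes were MT-ATP6 (0.67), MT-CYB (0.66) and MT-ND5 (0.65) in SOFPRC2 against WT. In SOFNFKB against WT they were MT-ND6 (1.57), MT-CO1 (1.40), MT-ND5 (1.40), MT-ATP6 (1.39) and MT-ND1 (1.29). In SOFPRC2 against SOFNFKB they were MT-ND6 (-1.07, and -0.54 without untreated SOFPRC2 replicate 2), MT-CO1 (-0.79), MT-ND4L (-0.76) and MT-ND1 (-0.71). Without untreated WT replicate 2 the 3 genes named for SOFPRC2 against WT were at 0.38, 0.39 and 0.36, and without untreated SOFPRC2 replicate 2 the last 3 genes were at -0.52, -0.49 and -0.47. These mRNAs move together from library to library, and replicates of a group differ in mitochondrial share (3.04% and 4.08% in induced SOFNFKB). Variation between libraries of a group, in RNA quality or preparation for example, cannot be told apart from a response. The set test that allows for such shared movement did not pass, with an adjusted p of 0.182 in SOFNFKB and a larger one in WT. It did not pass for SOFNFKB against WT either (adjusted p 0.142). The share was nevertheless higher in replicate 2 in 5 of the 6 groups (sign test p 0.219). Within WT and SOFNFKB the outcome of fry depends on whether the replicate number is taken as shared. For the differences between lines it does not. SOFNFKB against WT passed without and with a shared replicate number (fry adjusted p 0.0235 and 0.00889). SOFPRC2 against WT (0.197 and 0.1) and SOFPRC2 against SOFNFKB (0.135 and 0.0715) passed neither way. The dose is not decided. The change at the middle dose (WT, -0.69) lay outside those at the other doses. The difference between WT and SOFPRC2 did not pass the set test that allows for shared movement. A steady effect of dose therefore cannot be told apart from variation between libraries. A biological response of mitochondrial transcripts, including any action of doxycycline on mitochondria, was not tested.

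Single genes with responses far from each other in the lines were PCGF5 (-1.33), PPL (-1.28), COL17A1 (1.27) and BEST1 (-1.26) in SOFPRC2 against WT, and PPL (-1.60) in SOFNFKB against WT. In SOFPRC2 against SOFNFKB they were CENPT (1.09), VSIG1 (-1.05) and USP53 (0.90). BEST1 rests on a single library, being -2.70 without untreated WT replicate 2 and -0.67 without untreated WT replicate 1. PPL, PCGF5 and COL17A1 changed far more in WT. An effect on the wider chromosomal region is argued against as the cause of the rise of PPL and of the fall of COL17A1. The 12 other genes within 300 kb of PPL with a mean of at least 5 CPM rose by at most 0.095. The 7 such genes around COL17A1 fell by at most 0.113. A construct inserted at PPL or COL17A1 that acts on that gene alone would leave these neighbours unchanged, so it stays open. Of those 12 genes around PPL the lowest change was -0.17, and 1 was called, in the opposite direction to PPL (ALG1, -0.16, edgeR adjusted p 0.0306). Genes of lower level went both ways around COL17A1, down to -1.01 for MIR936, which lies inside it, and none was called. Around PCGF5 only 1 gene had such a mean, RPP30 (0.112), and the 2 others expressed were also slightly higher (0.19 and 0.21, none called), so that a regional effect stays open there. A response of these genes to wild-type IκBα remains a hypothesis. The untreated WT line already held 463 CPM of PPL and 991 CPM of COL17A1, against 99.3 and 332 CPM in SOFPRC2 and 100 and 253 CPM in SOFNFKB. A property of the WT line unrelated to the form of IκBα may therefore also be responsible. Untreated PCGF5 gave no such sign, at 43.3 CPM in WT, 35.6 CPM in SOFPRC2 and 44.7 CPM in SOFNFKB. The design does not separate these explanations for any of these genes.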

How the results depend on the processing

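The grouping, tests, gene lists, naming rule and all alternatives except the GC and length offsets and a shared replicate effect were chosen before the data were examined. Those, and the table of the genes DESeq2 gives an adjusted p, were chosen only after the results were seen. Leaving out 1 of 2 libraries leaves a group with a single library, so such fits give values and no calls, except for the average over lines.

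DESeq2 gave fewer genes than edgeR: 297 in WT, 1474 in SOFPRC2 (499 higher and 975 lower), 8 in SOFNFKB (4 higher and 4 lower), 140 for SOFNFKB minus WT, 384 for SOFPRC2 minus SOFNFKB and 1149 for the average. Of the 573 genes called by edgeR in WT, 510 received an adjusted p from DESeq2, and 279 of those were called. In SOFPRC2 2156 of 2253 received one and 1431 were called, and in SOFNFKB 24 of 24 and 8. For SOFPRC2 minus WT DESeq2 called 275 genes, 44 higher and 231 lower, against 150 higher and 182 lower in edgeR, and the calls shared were 139. There its automatic filter kept only genes with a mean of at least 2873 counts, so that 3078 genes and 158 of the 332 edgeR calls received an adjusted p, and 19 of these 158 were lost. The differing split thus describes abundant genes, and the cause of the other losses under DESeq2 was not tested. The totals of the untreated comparisons stayed within 1.5 times, at 5842, 6071 and 5010 genes. The split for untreated SOFPRC2 minus SOFNFKB was less even, at 3099 higher and 1911 lower, against 3578 and 3302 in edgeR.

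Without the filter on low counts 64 genes were called in SOFNFKB, with all 24 of the original calls among them, and the cause was not tested. Fitting only the groups compared gave 866 genes in WT, 572 of them shared, where fewer samples set the spread. The GC offsets gave 871 genes in WT, with all 573 shared, 630 for SOFPRC2 minus WT (220 higher and 410 lower, 329 shared) and 402 for SOFNFKB minus WT (264 higher and 138 lower, 247 shared). The cause was not tested. RLE normalization and the length offsets kept every count within 1.5 times. RLE normalization, no filter on low counts, DESeq2 and the GC offsets each moved the median of all genes by less than 0.1 on the log2 scale. Other than leaving out a library, no alternative reversed a result.

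Replicate numbers are shared between groups, but same-numbered libraries did not deviate together, with correlations of their deviations of 0.11 in WT, -0.27 in SOFPRC2 and -0.058 in SOFNFKB, so the numbers were not taken to pair samples. With the replicate block 468 genes were called in WT, 1944 in SOFPRC2, 29 in SOFNFKB, 267, 221 and 478 in the interactions and 1488 for the average. The mitochondrial share of counts was nevertheless higher in replicate 2 in 5 of 6 groups, and the block gave mitochondrial transcripts smaller adjusted p, such as MT-ATP6 in SOFNFKB (9.52e-05 without and 3.47e-08 with the block). A single effect of the replicate number, shared by all groups, was therefore tried for the mitochondrial list only. Under it the medians were -0.67 in WT, 0.61 in SOFNFKB, 0.59 for SOFPRC2 minus WT, 1.28 for SOFNFKB minus WT and -0.68 for SOFPRC2 minus SOFNFKB. By fry WT, SOFNFKB and SOFNFKB minus WT passed (adjusted p 0.0264, 0.0354 and 0.00889) and the other differences did not (0.1 and 0.0715). Under an estimated correlation none passed (adjusted p 0.17, 0.12, 0.255, 0.12 and 0.242). In SOFPRC2 the list passed under neither (-0.092, adjusted p 0.786 and 0.892).

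Of the gene lists, the NF-κB list kept its calls in the lines and against WT under every set test, while its difference between the mutant lines (0.041) passed under fry (adjusted p 0.0451), as did the fetal-like list in WT (0.048, adjusted p 0.0471). Under fry these no longer passed: differentiation in WT (-0.14, adjusted p 0.0581) and SOFNFKB minus WT (0.14, adjusted p 0.125), HOX in SOFNFKB (0.081, adjusted p 0.12), and mitochondrial mRNAs in WT (-0.69, adjusted p 0.0636), SOFNFKB (0.62, adjusted p 0.0866), SOFPRC2 minus WT (0.59, adjusted p 0.197) and SOFPRC2 minus SOFNFKB (-0.72, adjusted p 0.135). Under an estimated correlation those 7 also failed, with adjusted p from 0.182 to 0.374 for the mitochondrial mRNAs, 0.218 and 0.282 for differentiation and 0.154 for HOX. Beyond them, mitochondrial mRNAs in SOFNFKB minus WT (1.31, adjusted p 0.142), the stem cell list in WT (-0.071) and SOFNFKB minus WT (0.086, adjusted p 0.0802 for both) and differentiation in SOFPRC2 minus WT (-0.13, adjusted p 0.0814) did not pass. An estimated correlation allows for genes of a list that move together between libraries, which the preset value does not, and for fry the cause was not tested. Without the filter, differentiation did not pass in WT (-0.030, adjusted p 0.135) or SOFNFKB minus WT (0.10, adjusted p 0.2), with more genes of low count in the list.

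Of the fits that each left out a library, the 12 for the average gave from 1240 to 1761 genes, and the 4 for NFKBIA in SOFPRC2 from 7.57 to 7.77. List medians had these ranges, over 4 fits within a line and 8 for a difference. For NF-κB targets they were -0.37 to -0.29 in WT, -0.007 (without induced replicate 1) to 0.044 in SOFPRC2, -0.072 to -0.018 (without untreated replicate 2) in SOFNFKB, 0.29 to 0.38 for SOFPRC2 minus WT, 0.24 to 0.37 for SOFNFKB minus WT and 0.020 (without induced SOFNFKB replicate 2) to 0.064 for SOFPRC2 minus SOFNFKB. In the same order, stem cell medians were -0.077 to -0.044 (without untreated WT replicate 2), -0.18 to -0.13, 0.003 to 0.033 (without untreated SOFNFKB replicate 2), -0.11 to -0.079, 0.069 to 0.11 and -0.20 to -0.14. Differentiation medians were -0.18 to -0.052 (without untreated WT replicate 2), -0.28 to -0.23, -0.036 (without induced SOFNFKB replicate 1) to -0.007, -0.20 (without untreated WT replicate 2) to -0.082, 0.082 (without untreated WT replicate 2) to 0.15 and -0.26 to -0.17. Stress response medians were -0.033 (without induced WT replicate 1) to -0.012, -0.18 to -0.13, -0.028 (without untreated SOFNFKB replicate 1) to 0.008, -0.16 to -0.11, -0.021 to 0.034 (without induced WT replicate 1) and -0.15 to -0.12.

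Medians of the fetal-like list were 0.033 to 0.067, -0.066 to -0.005 (without induced SOFPRC2 replicate 2), -0.008 to 0.031 (without untreated SOFNFKB replicate 1), -0.13 to -0.056 (without untreated SOFPRC2 replicate 1), -0.055 to -0.038 and -0.073 to -0.030 (without untreated SOFNFKB replicate 1). HOX medians were -0.020 (without untreated WT replicate 1) to 0.039, -0.041 to 0.079 (without untreated SOFPRC2 replicates 1 and 2), 0.054 to 0.093, -0.054 to 0.054 (without untreated SOFPRC2 replicates 1 and 2), 0.003 (without induced SOFNFKB replicate 2) to 0.14 and -0.12 to -0.028 (without untreated SOFPRC2 replicate 2). Mitochondrial mRNA medians were -0.91 to -0.41 (without untreated WT replicate 2), -0.33 to 0.15 (without untreated SOFPRC2 replicates 1 and 2), 0.37 (without induced SOFNFKB replicate 2) to 0.82, 0.32 (without untreated WT replicate 2) to 0.87, 1.04 to 1.54 and -0.93 to -0.47 (without untreated SOFPRC2 replicate 2).

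Of the single genes named, 16 calls were lost and 2 gained under alternatives other than leaving out a library. For SOFPRC2 minus WT, named genes under the DESeq2 filter of 2873 mean counts, such as RELB and BIRC3, received no adjusted p. DESeq2 therefore does not test those calls. Most of the lost calls are mitochondrial transcripts under DESeq2. With 2 libraries per group, a single library moves the mitochondrial medians and the small medians of other lists by the amounts given.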

Other observations

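The test of doxycycline itself, the permutation of gene positions and the test of the region on chromosome 12 were chosen only after the results were seen.

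For the average doxycycline effect over the lines, 1 of 100 splits of the libraries within lines, the real split, gave as many as 1817 genes with an edgeR adjusted p under 0.05. The most in another split was 1370 genes and the median of the other splits was 6. The drawn splits included 3, the real one among them, that kept the induced and the untreated libraries of every line together, with the arms exchanged between lines, and the others of these gave 1370 and 94 genes. The largest count in a split that mixed the libraries of a line was 1366.

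The genes that changed in both the WT and SOFPRC2 lines may reflect induced IκBα or doxycycline itself. Doxycycline itself, if its effect does not shrink with dose, would have moved them at least as much in SOFNFKB, which had the highest dose. The 143 genes higher in both lines had a median log2 fold change of only 0.022 in SOFNFKB, with 92 of them (64.3%) above 0, and the 121 lower in both had a median of -0.024, with 74 (61.2%) below 0. This argues against doxycycline as the whole cause of these changes. What remains is a hypothesis: an action shared by the WT and SOFPRC2 forms and lost from the SOFNFKB form. The lower NFKBIA level in SOFNFKB (1150 CPM, against 1667 CPM in WT and 1944 CPM in SOFPRC2) and other differences between the lines stay open beside it.

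Genes called in the SOFPRC2 line lay next to each other more often than random positions gave. Of the pairs of neighbouring expressed genes, 240 were changed in the same direction, against a mean of 150.8 over 10000 permutations among genes of similar level, of which the highest gave 195, a permutation share of 0.0001, the smallest these permutations can give. Without pairs that overlap there were 190, against a mean of 119.7 (permutation share 0.0001), and with positions permuted among genes of like GC content as well the mean was 155 (permutation share 0.0001). Random position, overlap and shared GC content are therefore each argued against as the whole cause. In the WT line 23 pairs were changed in the same direction, against a mean of 9.2 (permutation share 0.0002), and 16 without overlap, against 7.2 (permutation share 0.0024). In the SOFNFKB line there were 0 pairs among 11 genes. An example, chosen after its values were seen, is USP53 (0.99) and C4orf3 (0.54) on chromosome 4. In WT these genes changed by 0.043 and 0.14. Regulation of neighbouring genes together, as a chromatin regulator may bring about, and transcription running on from a neighbouring gene are candidate explanations, and neither was tested over the pairs. For USP53 and C4orf3 the second is argued against, since they lie on opposite strands, which the strand-specific counting separates.

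ENSG00000257322 (chromosome 12, 93003390 to 93215679, minus strand) and NACAP8, a pseudogene inside it on the same strand (93124063 to 93124543), were singled out after their values were seen. ENSG00000257322 was at 27.2 ± 1.23 CPM (SD, n = 2) in untreated SOFNFKB cells and at 4.68 ± 0.0639 CPM (SD, n = 2) after doxycycline, a log2 fold change of -2.54 (edgeR adjusted p 3.45e-21). In untreated WT and SOFPRC2 cells it was at 0.692 ± 0.227 and 0.604 ± 0.0376 CPM (SD, n = 2). NACAP8 fell with it, from 3.22 ± 0.214 to 0.454 ± 0.178 CPM (SD, n = 2). Fragments that overlap both genes were not counted, so both values are uncertain. An effect on the wider region is argued against by the 4 other genes within 300 kb with a mean of at least 5 CPM (EEA1 0.23, NUDT4 0.16, UBE2N -0.079 and MRPL42 -0.012), of which none fell by more than 0.079. The 3 others expressed there had means under 5 CPM and changed by -1.05 (ENSG00000257252), -0.36 (RPL41P5) and 0.45 (ENSG00000257512). None of the 7 was called, the smallest edgeR adjusted p being 0.0826 (NUDT4). A local event of that line, such as a construct inserted there that responds to doxycycline, may explain a transcript far more abundant in this line than in the others, but no sequence reads were analysed here and this was not tested.

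The counting used the reverse strand, while the protocol in the labels names no strand. If the libraries carried no strand, a gene covered by an abundant gene on the other strand would receive a similar number of fragments per base. Over 373 genes covered for at least 90% of their length by a gene with at least 10000 counts, the median ratio of fragments per base was 0.00712, with an upper quartile of 0.0142, and 6 genes had a ratio of at least 0.5. Libraries without strand are thus argued against. This holds for the counts as a whole, and no biological explanation applies to it. The protocol describes PCR of cDNA before shearing and does not say how strand was kept, so its account may be incomplete.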
